A study of Mus musculus with 16 samples. Its data were reported in "Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease" (2021).

How the data were processed

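Total RNA of mouse liver was immunoprecipitated with an antibody against m6A, and immunoprecipitated and input RNA were sequenced as 150 bp paired-end reads. Per the submitters' processing notes, reads were trimmed with cutadapt 1.9.3 and aligned to mm10 with HISAT2 2.0.4. The authors called peaks with MACS for each mouse, and kept peaks overlapping exons of messenger RNA. The MACS version and settings are not given in the sources used here. The deposited score of a peak is -10 times log10 of its p-value, and the lowest score in any list was 50. The deposited fold enrichment is a ratio of immunoprecipitated to background signal. The deposited false discovery rate is in percent. Score and fold enrichment are the authors' values of single peaks, and were used only to rank or filter peaks within a list. Starts of 83.9% of the peaks with a transcript model coincided with an exon start counted from 0, and 0.236% with one counted from 1, so 1 was added to every printed start.

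Mice were grouped by the diet in their labels, with 4 mice on each diet, and each mouse was the unit of replication. Comparisons of genes, regions and gene lists between the diets rest on whether a mouse's list held a peak, because peak scores of separate lists do not share a scale. Peak number, width, peaks per gene, position and motif were compared through a single value for each mouse. A missing peak can reflect low transcript abundance or read depth as well as low methylation, and input expression was not analysed here. No pair of the 8 lists shared more than 2 peaks of identical position, score and fold enrichment, so each was kept as a separate sample. No list was under 1 in 3 of the median length of the others, the planned limit, so all 8 entered every test.

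A gene was present in a mouse if its list held any peak of that gene. Regions were made by merging peaks of all lists that overlapped by 1 bp; the lists give no strand. Group means were compared by exact permutation tests over all 70 labelled splits, two-sided, with a smallest p of 0.0286. The overlap of lists was measured by the Jaccard index and tested one-sided over the 35 distinct divisions of the 8 mice into groups of 4. Genes found in at least 2 lists and absent from at least 2 were tested by Fisher's exact test, two-sided. P-values were adjusted by the Benjamini-Hochberg method within each family, with a threshold of 0.05. For each of 19 gene lists, the share of members with a peak was reduced by the share over all genes. That share was 70.2% ± 3.87 in ND and 64.5% ± 4.16 in HFrD mice (SD, n = 4 each).

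Peaks were placed by their midpoint on RefSeq or GENCODE M21 transcripts of GRCm38, the assembly of mm10. The start and stop codon segments covered 200 nt on either side of the codon. A model was found for 92.4% of peaks, and the rest were left out of position and motif counts. Gene coordinates were taken from GENCODE M21.

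Genes named in the text followed a rule set before the data were examined. They were a list of 28 genes taken from those that the study names, per direction the 12 fully separated genes with the highest median score percentile within their lists, and per gene list the fully separated members or else the 3 members that differed most between the diets. Per direction, the rule also took the 5 fully separated regions of highest score percentile. The text does not name every gene that the rule took, and some are not reported here.

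Alternatives planned beforehand were a fold enrichment of at least 3, equal list lengths, each mouse left out, the mice whose numbers both diets share, a reciprocal overlap or coverage of 50%, all but at most 1 mouse against none, lists without subtraction and members found in at least 2 lists. A fold enrichment of at least 5, a score of at least 100 and a peak in any mouse of one diet against none were added after seeing the data. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The count of separated genes was tested on simulated data with 200 planted genes among 7693. It recovered 126 of them (63%, where 66.3% was the expected share), with 0 in the wrong direction and 15 other genes called. With none planted, 17 genes were called. Simulated mice were drawn independently and without the differences in list length of the real mice, so the run checks the calculation only.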

Results

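Livers of male C57BL/6J mice aged 10 to 11 weeks were profiled after 2 weeks on a normal diet (ND) or a high-fructose diet (HFrD) that supplied 70% of its energy as carbohydrate, 10% as fat and 20% as protein. N6-methyladenosine (m6A) is a methyl mark on adenosines of messenger RNA, and MeRIP-seq enriches RNA fragments that carry it with an antibody before sequencing. The 16 libraries comprised 4 immunoprecipitated and 4 input libraries for each diet. A list of m6A peaks was analysed for each of the 8 mice, and the 8 lists held 77183 peaks. Reads per library were not analysed here, so sequencing depth is unknown and the length of a peak list is the only measure of yield. Titles number the ND mice 1, 3, 6 and 7 and the HFrD mice 1, 2, 5 and 7.

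The first comparison asked how many m6A peaks and m6A-modified genes the livers of each diet held. Lists of the ND mice held 8959, 9799, 10397 and 11517 peaks, and those of the HFrD mice held 8627, 9736, 10093 and 8055. The mean was 10168 ± 1076 peaks in ND and 9128 ± 949 in HFrD livers (SD, n = 4 each; exact permutation test, two-sided, p = 0.171). The difference of -1040 peaks was -591 without ND mouse 7 and -683 without HFrD mouse 7. Genes with a peak numbered 5403 ± 298 in ND and 4964 ± 320 in HFrD livers (SD, n = 4 each; exact permutation p = 0.114). Both differences lay within the spread of the other splits of the mice, and the smallest p that 4 against 4 mice allow is 0.0286. Median peak width was 300.2 ± 17.9 bp in ND and 296 ± 19.5 bp in HFrD livers (SD, n = 4 each; exact permutation, Benjamini-Hochberg adjusted p = 0.83), a difference that turned to 3 bp without ND mouse 1, 1.42 without HFrD mouse 2 and 0.417 without HFrD mouse 5. A gene with a peak held 1.88 ± 0.0950 peaks in ND and 1.84 ± 0.0835 in HFrD livers (SD, n = 4 each; exact permutation, adjusted p = 0.83).

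**Figure D1:**
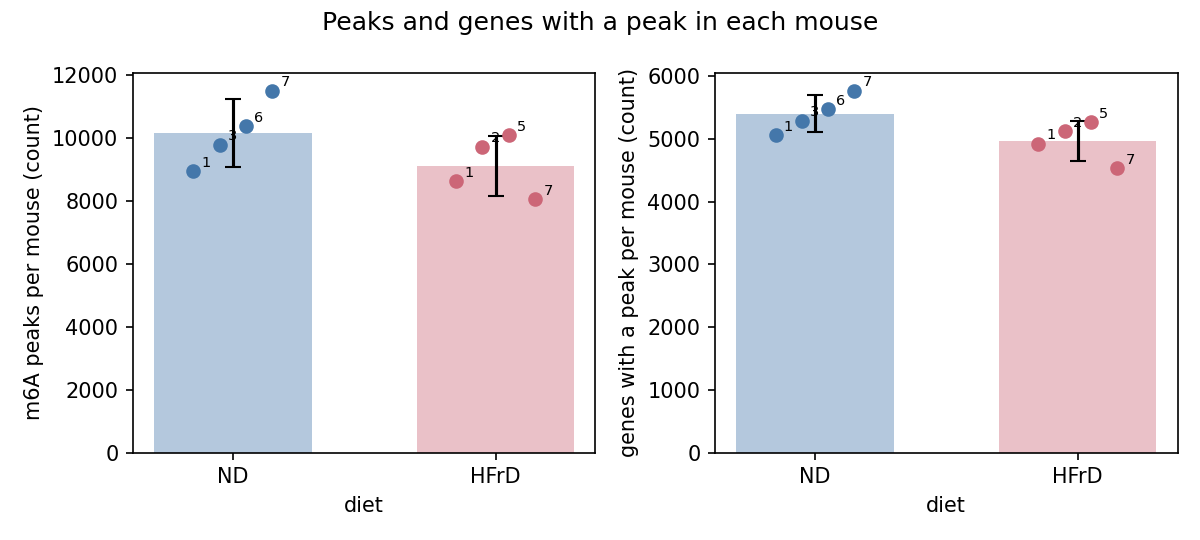
Number of m6A peaks (left, count) and of genes with a peak (right, count) for each ND and HFrD mouse, with points labelled by mouse number, bars at the mean of 4 mice and error bars of 1 SD. The groups overlap: HFrD mouse 7 has the fewest peaks, 8055, and ND mouse 7 the most, 11517.

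Most m6A-modified genes were shared by the diets. Of 7693 genes with a peak in at least 1 mouse, 6073 (78.9%) held one in both diets and 3046 (39.6%) in all 8 mice, among them Acaca, which encodes the acetyl-CoA carboxylase of fatty acid synthesis, Pparg, Ppargc1a, Apoa4 and Saa2. Pooling the mice of a diet left 999 genes with peaks in ND livers alone and 621 in HFrD livers alone. Of those 621 genes, 451 (72.6%) held a peak in 1 HFrD mouse and 12 (1.93%) in all 4. Of the 999 genes, 645 (64.6%) held a peak in 1 ND mouse and 28 (2.80%) in all 4.

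**Figure D2:**
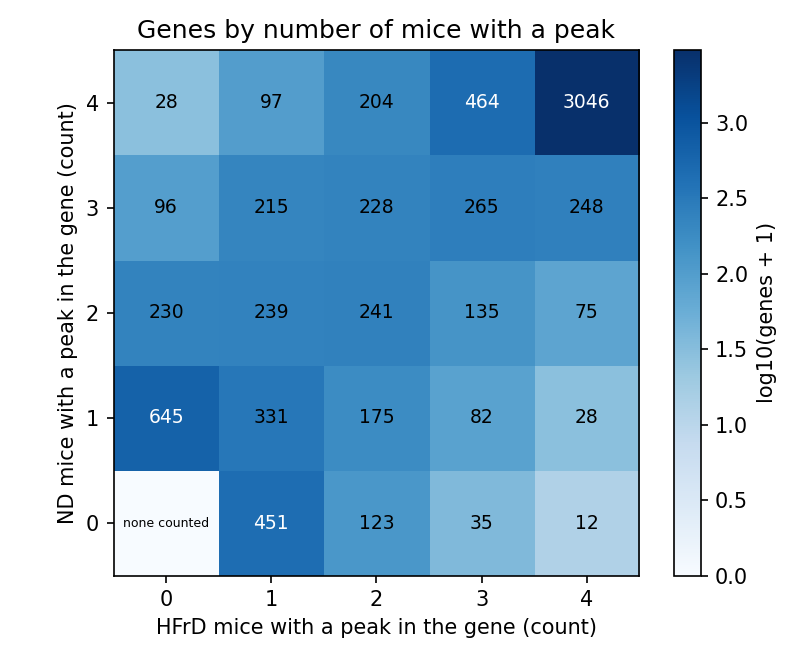
Genes by the number of ND mice (vertical axis, count) and HFrD mice (horizontal axis, count) with a peak in the gene; each cell gives the number of genes, and color follows log10 of that number plus 1. The cell of 4 and 4 mice holds 3046 genes, and the corners of full separation hold 28 and 12.

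On average, the gene sets of mice on one diet resembled each other slightly more than those of mice on different diets, mainly through the ND pairs. The Jaccard index (genes shared by a pair of mice as a percentage of genes in either) averaged 71.8% within ND, 69.2% within HFrD and 68.7% between diets. The mean within HFrD thus lay close to that between diets. HFrD mice 1 and 7 overlapped more with the other HFrD mice than with ND mice on average, but HFrD mice 2 and 5 more with ND mice. HFrD mouse 2, for example, overlapped by 72.6% with ND mouse 7 and by 71.9% with HFrD mouse 5. The mean within diets exceeded that between diets by 1.79 percentage points for genes and by 1.51 for regions, in which overlapping peaks of all lists were merged (exact permutation test, one-sided, p = 0.0286 each, the smallest that 35 splits allow). Single pairs overlapped widely, from 68.3% to 73.9% for genes within a diet and from 65.2% to 72.6% between diets. Without ND mouse 1, 3, 6 or 7 the test no longer passed, with one-sided exact permutation p of 0.0857, 0.114, 0.114 and 0.0571 for genes. For regions the call was also lost without HFrD mouse 2, 5 or 7, and when a shared peak needed a reciprocal overlap of 50% (exact permutation p = 0.0571).

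Next, genes were sought whose peaks separated the diets in every mouse. A peak was present in all 4 ND mice and in no HFrD mouse for 28 genes, and in all 4 HFrD mice and in no ND mouse for 12. Gpi1 was present in ND livers alone; it encodes glucose-6-phosphate isomerase of glycolysis and lies on chromosome 7 from 34201330 to 34230336 of the mouse build GRCm38 (mm10). The ND group also included Slc25a5, a mitochondrial ADP/ATP carrier, Aqp11, an aquaporin, Pla2g6, a phospholipase A2, Mief2, a mitochondrial fission factor, and Sgk2, a serine/threonine kinase. The HFrD group included Marco, a scavenger receptor of macrophages, Osmr, the receptor of oncostatin M, Ppp1r3g, a glycogen-targeting subunit of protein phosphatase 1, Inhbb, which encodes the inhibin beta B chain, Scd4, a stearoyl-CoA desaturase, and Ctsl, which encodes the protease cathepsin L.

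Each of these 40 genes reached the smallest two-sided p of Fisher's exact test (p = 0.0286, 4 against 0 mice), and 0 of 2839 tested genes passed after Benjamini-Hochberg adjustment (smallest adjusted p = 1), against 40 at an unadjusted p under 0.05. Passing would have required 1623 genes at the smallest p. Among the 578 genes found in exactly 4 lists, 40 (6.92%) were fully separated, where chance gives 2.86%. With every list shortened to its 8055 highest-scoring peaks, 19 genes separated toward ND and 21 toward HFrD, and of the 28 and 12 genes above, 8 and 7 remained. The share of separated genes with peaks in ND livers was thus 70% at full length and 47.5% at equal length. Other ND genes named by the fixed rule included Spsb4, Ccdc85c, Klhl21, Slc22a23 and Dohh, and the other HFrD genes were Morc4, Spata24, Tbc1d31, Nelfe, Pydc4 and Hic2.

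**Figure D3:**
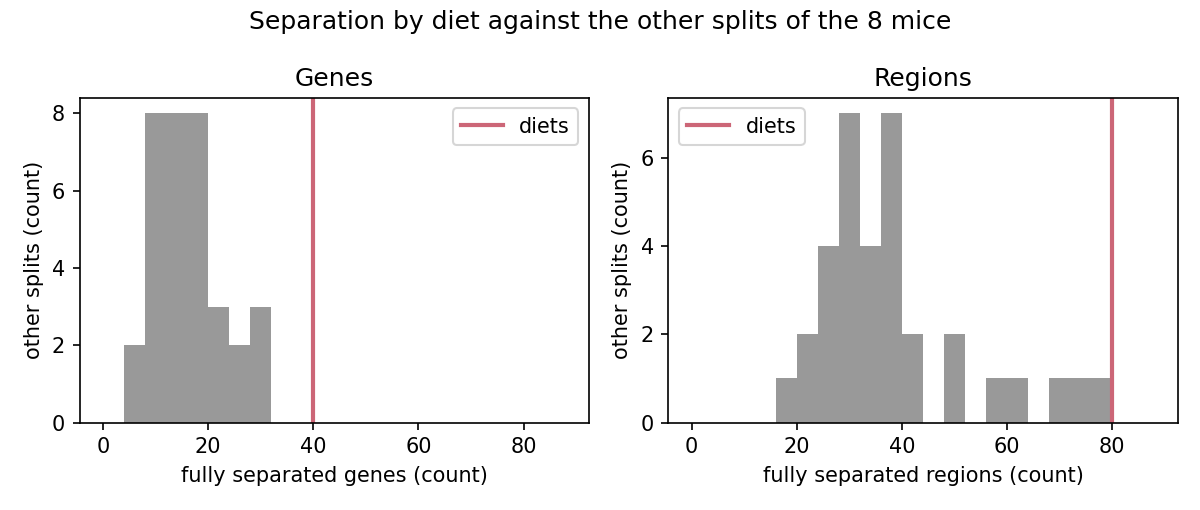
Histograms of the number of fully separated genes (left) and regions (right) in the other splits of the 8 mice into 4 and 4 (vertical axis, number of splits), with the value for the diets as a line. The diets give 40 genes and 80 regions, where the highest other splits give 31 and 79.

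Individual regions were compared because a gene can lose one site and keep others. Of 17526 regions, 64 were present in all 4 ND mice and no HFrD mouse, and 16 in all 4 HFrD mice and no ND mouse. With equal list lengths these were 37 and 31. Of the 64 ND regions, 23 lay in genes with a peak in all 8 mice, such as the region of Gse1 on chromosome 8 from 120576276 to 120576554 in the coding sequence (CDS) and that of Snrk on chromosome 9 from 122166236 to 122169702 in the 3' untranslated region (UTR). The ND region with the highest within-list score rank lay in the CDS of Ckap5, on chromosome 2 from 91612740 to 91612815, with the authors' fold enrichment from 7.69 to 13.38. The ND regions of Gpi1 (chromosome 7, 34201730 to 34202549) and Mief2 (chromosome 11, 60730916 to 60732951) lay in the 3'UTR and at the stop codon. Of the 16 HFrD regions, 11 lay in genes that were themselves separated. They included Morc4 in the CDS (chromosome X, 139823966 to 139824644), Spata24 at the stop codon (chromosome 18, 35660016 to 35660353), Osmr in the 3'UTR (chromosome 15, 6814182 to 6815928), Ppp1r3g in the CDS (chromosome 13, 35968231 to 35970388) and Marco in the CDS (chromosome 1, 120484774 to 120484872).

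Genes of lipid and sugar metabolism were examined as lists fixed before the data were examined. These lists and those below hold some genes that the study had reported as changed between these diets, such as Fasn, Elovl2, Ppp1r3g, Ces2b and Marco. Such members are not independent evidence. The share of genes with a peak over all genes differed by -5.72 points between the diets, so each list's difference below is 5.72 points lower without subtraction of that share. In de novo lipogenesis, 15 of 24 members held a peak in some mouse. Elovl2, a fatty acid elongase, held one in 4 ND mice and 1 HFrD mouse, Me1, the malic enzyme, in 3 and 0, and Fasn, the fatty acid synthase, in 4 and 2. Members of this list held a peak in 60% of cases in ND and 48.3% in HFrD livers, a difference of -5.95 percentage points after subtraction of the share over all genes (exact permutation p = 0.257, adjusted p = 0.489). In fructose and glucose metabolism Gpi1 and Ppp1r3g separated in opposite directions, and the list differed by -7.44 points (exact permutation p = 0.171, adjusted p = 0.489). For fatty acid oxidation the difference was -4.28 points (adjusted exact permutation p = 0.582), with Ppara in 3 ND mice and 1 HFrD mouse and the acyl-CoA thioesterases Acot1 in 3 and 1 and Acot3 in 2 and 4. Lipid uptake, droplets and lipoproteins differed by 3.22 points (adjusted exact permutation p = 0.494), or -2.5 without subtraction, with Fabp4 in 0 ND mice and 3 HFrD mice, Angptl4 in 2 and 0, and Apob in 2 and 4. Cholesterol and bile acid genes differed by -8.03 points (adjusted exact permutation p = 0.489), and Slc10a1, the bile acid uptake transporter, held a peak in 4 ND mice and 1 HFrD mouse, while Abcg5 and Baat did so in 0 and 2. Xenobiotic genes differed by 1.77 points (adjusted exact permutation p = 1), but by -7.21 without ND mouse 1, -3.95 without subtraction and -0.440 at a score of at least 100. Among them the carboxylesterase Ces2b held a peak in 3 ND mice and 0 HFrD mice, and Ahr and Cyp2a12 in 3 and 4. Single mice moved these list differences: de novo lipogenesis was -3.79 points without ND mouse 3 and -9.37 without ND mouse 6, fatty acid oxidation -8.89 without HFrD mouse 2 and -1.59 without HFrD mouse 5, lipid uptake 0.961 without HFrD mouse 7, and cholesterol and bile acids -12.9 without ND mouse 7 and -3.47 without HFrD mouse 2. At a fold enrichment of at least 5 the differences were -11.3 points for de novo lipogenesis, -9.07 for fatty acid oxidation, 1.46 for lipid uptake, -16.7 for cholesterol and bile acids and 8.19 for xenobiotic genes, and at a score of at least 100 they were -2.03 for de novo lipogenesis and -8.80 for fatty acid oxidation. The block of mice 1 and 7 gave -15.0 for de novo lipogenesis, -17.8 for fructose and glucose metabolism, 7.52 for lipid uptake, -0.506 for cholesterol and bile acids and 15.3 for xenobiotic genes. Lipid uptake differed by 2.13 with equal list lengths, and de novo lipogenesis by -9.98 over members found in at least 2 lists.

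With all peaks and all 8 mice, the circadian clock list had the largest difference among lists of more than 3 members. Its 18 members held a peak in 83.3% ± 4.54 of cases in ND and 66.7% ± 4.54 in HFrD livers (SD, n = 4 each), or -11.0 points relative to all genes (exact permutation p = 0.0286, adjusted p = 0.489) and -16.6 at a score of at least 100. Of the 18 members, 8 were found in more ND mice, 1 in more HFrD mice and 9 equally often. The clock regulators Bhlhe41 and Hlf each held a peak in 4 ND mice and 1 HFrD mouse, and Usp2 in 3 and 1. Insulin, AMPK and growth hormone signalling differed by -7.57 points (exact permutation p = 0.0857, adjusted p = 0.489). Insr, the insulin receptor, held a peak in 3 ND mice and 0 HFrD mice, and Bcl6 and the growth hormone receptor Ghr in 3 and 1 and in 2 and 0. None of the 19 lists passed after adjustment, and passing would have required 11 lists at the smallest p. Over single genes, 0 members passed with p-values adjusted over the list alone or over all genes tested, but passing over a list alone would have required 57.1% of its tested members at the smallest p, and the lymphocyte and neutrophil list had 0 tested members.

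Inflammatory genes gave no difference past the threshold. Interferon response and antigen presentation differed by 7.89 points (adjusted exact permutation p = 0.489), or 2.17 without subtraction (78.3% of cases in ND and 80.4% in HFrD livers), with Ifi44 in 1 ND mouse and 4 HFrD mice, Oasl2 in 2 and 4, and Irf9 in 2 and 0. Acute phase genes differed by 4.10 points (adjusted exact permutation p = 0.651), but by -1.61 without subtraction, -4.07 at a fold enrichment of at least 5, -0.0644 without HFrD mouse 5 and -0.325 in the block of mice 1 and 7. Tlr2, a receptor of bacterial lipoproteins, held a peak in 0 ND mice and 3 HFrD mice, Crp in 2 and 0, and Mt2 in 0 and 2. The m6A writers, erasers and readers differed by 8.49 points (adjusted exact permutation p = 0.489), but by 2.78 without subtraction (76.4% of cases in ND and 79.2% in HFrD livers), 2.30 with equal list lengths and -1.94 at a fold enrichment of at least 5. Of these genes, 12 of 18 analysed members held a peak in all 8 mice, 3 in more HFrD mice and 1 in more ND mice. Unfolded protein and oxidative stress genes differed by -2.04 points (adjusted exact permutation p = 0.862), but by 4.68 at a score of at least 100, 1.26 without ND mouse 3 and 2.15 without HFrD mouse 7, with Chac1 and Gclm in 3 ND mice and 1 HFrD mouse and Creld2 in 2 and 0. Without ND mouse 6 the interferon difference was 4.79 points, and without ND mouse 7 that of the m6A writers, erasers and readers was 5.62, against 3.35 in the block of mice 1 and 7. Acute phase genes differed by 0.348 at a score of at least 100 and 0.739 with equal list lengths, and unfolded protein and oxidative stress genes by -3.75 at a fold enrichment of at least 3.

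Markers of liver cell types were compared in the same way. Kupffer cell and macrophage markers held a peak in 64.6% of cases in both diets, although Marco was separated. Relative to all genes they differed by 5.72 points (adjusted exact permutation p = 0.543), hepatocyte markers by 7.50 (adjusted p = 0.543 in the exact permutation test), stellate cell and fibroblast markers by 2.59 (exact permutation, adjusted p = 0.780), endothelial markers by 6.91 (exact permutation, adjusted p = 0.489) and cholangiocyte markers by -9.91 (exact permutation, adjusted p = 0.489). The 3 analysed lymphocyte and neutrophil markers, Ptprc, S100a8 and S100a9, differed by 14.0 points (exact permutation, adjusted p = 0.489), but by -4.12 at a score of at least 100. Stellate cell and fibroblast markers turned to -3.12 points without subtraction, -2.93 at a fold enrichment of at least 5, -5.08 at a score of at least 100, -2.30 without ND mouse 6 and -3.31 in the block of mice 1 and 7, and cholangiocyte markers to 1.69 in that block. Without single mice, the hepatocyte difference ranged from 2.96 (without HFrD mouse 2) to 12.6 (without ND mouse 3), and that of Kupffer cells was 2.15 without ND mouse 7, 3.06 without HFrD mouse 2, 13.4 at a score of at least 100 and 10.9 over members found in at least 2 lists. The block of mice 1 and 7 gave 15.0 for both hepatocyte and endothelial markers and 26.7 for lymphocyte and neutrophil markers. At a fold enrichment of at least 5 and a score of at least 100, endothelial markers differed by 4.22 and 2.50 and cholangiocyte markers by -1.73 and -4.12. With equal list lengths and over members found in at least 2 lists, stellate cell markers differed by 0.739 and 4.26 and lymphocyte and neutrophil markers by 9.07 and 5.93. Endothelial markers gave 4.09 without ND mouse 1, cholangiocyte markers -4.01 without ND mouse 6 and lymphocyte and neutrophil markers 5.66 without HFrD mouse 1. Of 14 analysed hepatocyte markers, 3 were found in more HFrD mice, 3 in more ND mice and 8 equally often. C8a, a complement component made by hepatocytes, held a peak in 0 ND mice and 3 HFrD mice, the transcription factor Foxa3 in 4 and 2, and Ass1, argininosuccinate synthase, in 1 and 0.

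**Figure D4:**
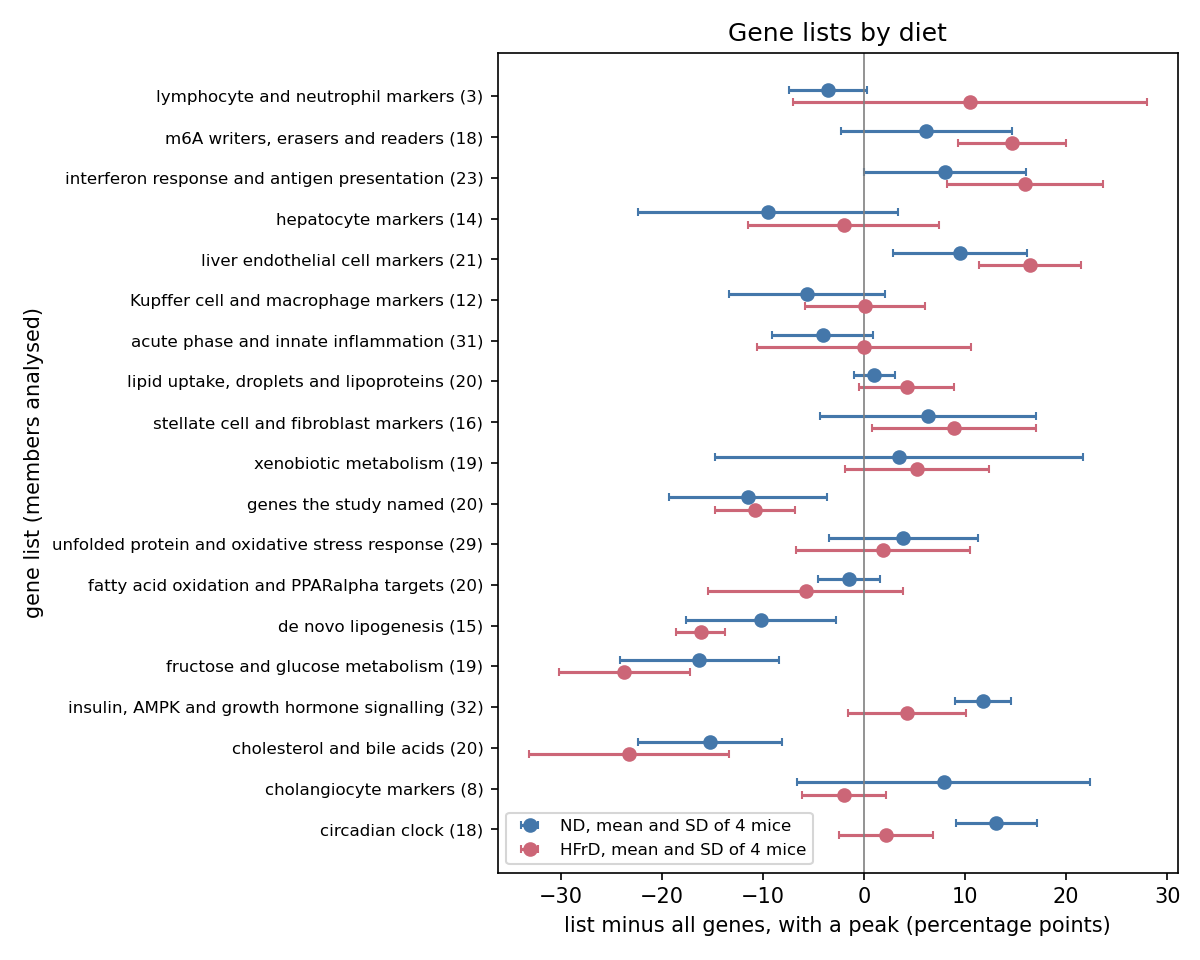
Share of each list's members with a peak minus the share of all genes (horizontal axis, percentage points) for ND and HFrD mice, as mean and SD of 4 mice, with the number of members analysed in brackets. The circadian clock list lies -11.0 points apart between the diets, the most negative difference of the 19.

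Of a list of 28 genes taken from those that the study names, 20 held a peak in the lists analysed; the study names further genes. These genes were chosen by the study on these samples, so their count is not independent evidence. Acaca, Apoa4, Pparg, Ppargc1a, Saa2, Arhgap26 and Tenm3 held a peak in all 8 mice, and Sirt1 in 3 ND mice and 4 HFrD mice. The study compared m6A levels from reads. Presence or absence of a peak, also for Fasn above, does not measure a change in level and so does not test those comparisons. Atp2b2, a calcium pump, held a peak in 0 ND mice and 3 HFrD mice, and Ces2b in 3 and 0 (Fisher's exact test, unadjusted p = 0.143 each, adjusted p = 1). Pnpla5, A4gnt and Cabp2 each held a peak in the same single mouse, HFrD mouse 5. Rpl21, Serpina3i and Ankrd42 each held one in a single ND mouse, ND mouse 1, 6 and 3 in turn. Elovl5 and Abcd2 held peaks in 2 ND mice and 1 HFrD mouse, as did Cyp3a41a. The list differed by 0.716 points between the diets (exact permutation p = 0.914, adjusted p = 0.965), with a change of sign in several settings, such as -5 points without subtraction and -0.732 with equal list lengths, and 6.69 in the block of mice 1 and 7. Peaks for Lpin1, Cd36, Cyp7b1, Ckap2l, Fut1, Mroh2a and Etv5 were not analysed here.

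Peaks were then placed along transcripts. The CDS held 48.1% ± 0.931 of placed peaks in ND and 49.2% ± 0.795 in HFrD livers, and the 400 nt around the start codon held 25.5% ± 0.797 and 25.0% ± 0.889 (SD, n = 4 each). The stop codon segment held 13.1% ± 1.07 and 13.0% ± 1.17, the 3'UTR 10.2% ± 0.428 and 9.86% ± 0.468, and the 5'UTR 3.01% ± 0.0926 and 2.92% ± 0.177 (SD, n = 4 each). No difference between the diets passed the threshold in the 5 segments (exact permutation test, two-sided, adjusted p from 0.571 to 0.8). The stop codon difference turned to 0.326 points without ND mouse 1 and 0.360 without HFrD mouse 2. Of the peaks with a transcript model, 71.3% spanned exactly 1 whole exon, so these positions resolve exons and not single adenosines.

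The motif of m6A was examined on the sense strand against the antisense strand of the same peaks. GGACT occurred in 37.5% of peaks on the sense and 34.9% on the antisense strand, an excess of 2.66 ± 0.558 percentage points that was seen in 8 of 8 mice (SD, n = 8; exact sign-flip permutation p = 0.00781). RRACH, where R is a purine and H any base but G, occurred 15.8 times per kb on the sense and 11.3 times on the antisense strand, an excess of 4.54 ± 0.282 per kb in 8 of 8 mice (SD, n = 8; exact sign-flip permutation p = 0.00781). Both p-values are the smallest that 256 sign flips allow, and the lists share many regions. Exons without a peak were not compared, so neither excess is shown to be particular to m6A peaks. The GGACT excess was 2.52 ± 0.537 points in ND and 2.80 ± 0.622 in HFrD livers (SD, n = 4 each; exact permutation, adjusted p = 0.514), a difference of -0.0294 without HFrD mouse 1. The RRACH excess was 4.36 ± 0.190 and 4.72 ± 0.253 per kb (SD, n = 4 each; exact permutation, adjusted p = 0.171).

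Separated genes were also counted by chromosome. Chromosomes 1, 7, 13 and 15 held 4 each, and chromosome 13 had 4 of 97 tested genes (Fisher's exact test, unadjusted p = 0.0457, adjusted p = 0.430). None of 21 chromosomes passed after adjustment, and 1 had an unadjusted p under 0.05.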

Values the study reported

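The study reported 6073 m6A-modified mRNAs shared by the HFrD and ND groups and 621 found in HFrD mice only. It placed 44.33% to 44.5% of peaks in the CDS and 26.13% to 26.18% in the 3'UTR. With a read-based comparison it reported 786 differentially methylated sites, of which 583 (74.17%) were higher in HFrD livers.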

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

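The tests of explanations below were written down only after the results were seen, although the counts over other splits and the equal list lengths were planned before the data were examined. In 60 groups of 4 mice, 4 values stood apart from the other mice of their diet by Dixon's criterion at the 95% level, where chance gives about 3. The GGACT excess of HFrD mouse 1 was 3.73 percentage points, against 2.41 to 2.55 in the other HFrD mice. Relative to all genes, fructose and glucose genes lay at -14.0 points in HFrD mouse 2, against -27.3 to -26.4 in the others. Xenobiotic genes lay at -23.8 points in ND mouse 1, against 10.1 to 14.4. The listed genes from the study lay at -16.7 points in HFrD mouse 2, against -9.05 to -8.46.

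The 40 genes separated by diet, such as Gpi1 and Marco, were the most of any split, and the highest other split gave 31. Only 1 of 35 splits gave as many, the smallest share possible. This argues against chance assignment of the mice but cannot exclude it. Different list lengths were argued against as the whole cause, since equal lengths also gave 40 genes (highest other split 29), although 8 of 28 ND genes and 7 of 12 HFrD genes remained. Peaks near the calling threshold were argued against as the whole cause: the median score percentile of the 40 genes was 37.3, or 12.7 above that of the 538 other genes found in 4 lists (permutation test over genes, two-sided, p = 0.0002). Genes of the same lists are not independent replicates, so this p does not measure the spread between mice. Yet the median of the 40 genes lay below that of 76.0 for genes found in all 8 lists, and the genes lost at equal lengths go with this explanation. The calling threshold thus stays open as an explanation for a part of the 40. A difference in transcript abundance and a diet effect on methylation both stay open, because input expression was not analysed here. From its RNA sequencing, the study listed Marco, Ppp1r3g, Pydc4, Morc4 and Tbc1d31 as raised in HFrD livers and Spsb4 as lowered. Each change goes in the direction of the gene's peaks, so for these genes abundance is a possible source. The others of the 40 genes are not in that list, which holds only genes also changed in leptin receptor-deficient mice.

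The excess of genes separated toward ND depended on the list lengths. It was 70% of 40 genes at full length (exact binomial 95% interval 53.5% to 83.4%, counting error only) and 47.5% at equal lengths (31.5% to 63.9%). At a score of at least 100, which leaves the lengths unequal, 29 of 38 genes separated toward ND. This is consistent with the longer ND lists as the source of the excess.

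For regions, 1 of 35 splits gave as many as the 80 separated by diet, the smallest share that 35 splits allow. The next splits gave 79, 75 and 71 regions. The diets thus ranked first with a margin of 1 region, and chance assignment of the mice cannot be excluded. Where a mouse held a region only if its peaks covered at least 50% of it, the counts were 86 and 82. A mouse counted there as lacking a region could still hold a smaller peak in it. The highest other split set ND mice 1 and 3 and HFrD mice 1 and 7 against the rest. With equal list lengths the diets gave 68 regions and the highest other split 51.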

How the results depend on the processing

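The tests at a fold enrichment of at least 5, at a score of at least 100 and on a peak in any mouse were added after seeing the data. No list was short enough for the planned rule on very short lists, so those alternatives, the only ones for chromosomes, equal the values reported. No difference between the diets in peak number, gene number, width, peaks per gene, position or motif, and no gene list, passed the threshold under any alternative run. The planned fold enrichment of at least 3 removed 0.529% of peaks and so moved little. Counts of fully separated genes toward ND and HFrD were 26 and 11 at a fold enrichment of at least 5 and 29 and 9 at a score of at least 100, and the regions toward HFrD were 10 at that score. Equal list lengths gave 21 genes toward HFrD, and 37 regions toward ND with 31 toward HFrD.

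The remaining changes in counts follow from asking for fewer mice. All but at most 1 mouse against none gave 171 genes (124 toward ND, 47 toward HFrD) and 412 regions (313 and 99). Any mouse against none gave 1620 genes (999 and 621) and 5724 regions (3487 and 2237). Leaving out each mouse in turn gave 62 to 84 genes (39 to 68 toward ND, 16 to 28 toward HFrD) and 122 to 185 regions (83 to 158 and 21 to 48).

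The higher overlap within diets kept its direction in every setting, but leaving out mice moved it from 1.10 to 2.64 points for genes and from 0.928 to 2.15 for regions, with one-sided exact permutation p up to 0.114 and 0.171. A reciprocal overlap of 50% gave 1.48 points. The cause was not tested. Without single mice, the width difference ranged from -12.6 to 3 bp, that of the stop codon share from -0.579 to 0.360 points and that of the GGACT excess from -0.0294 to 0.512 points. Of these, the negative GGACT value arose without HFrD mouse 1.

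Only the numbers 1 and 7 occur in both diets, on different mice, so the numbers do not pair the samples. The deviations of same-numbered mice from their diet means correlated at 0.0437 and -0.0409 across genes, which are not independent replicates. As a replicate block, these mice differed by -1897 peaks and -691 genes (exact sign-flip permutation p = 0.5, the smallest possible). The block of 4 mice gave 461 separated genes (373 toward ND, 88 toward HFrD), 1044 regions (854 and 190), and an overlap difference of 2.21 points for genes and 1.81 for regions, with too few splits to pass.

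Some gene lists, none past the threshold, changed sign. The changes without subtraction follow from the share over all genes, and the cause of the others was not tested. Without subtraction of the share over all genes, the difference was -2.5 points for lipid uptake, -3.95 for xenobiotic genes, -1.61 for acute phase genes, -3.12 for stellate cell markers and -5 for the genes named by the study. At a fold enrichment of at least 5 it was -4.07 for acute phase genes, -1.94 for m6A writers, erasers and readers, -2.93 for stellate cell markers and -1.17 for the genes named by the study. At a score of at least 100 it was -0.440 for xenobiotic genes, 4.68 for unfolded protein genes, -5.08 for stellate cell markers, and -4.12 both for lymphocyte markers and for the genes named by the study. Those named genes differed by -0.732 with equal list lengths and by -1.21 over members found in at least 2 lists. The replicate block gave -0.325 for acute phase genes, -3.31 for stellate cell markers and 1.69 for cholangiocyte markers. Leaving out single mice gave -0.0644 to 8.72 for acute phase genes, -2.02 to 4.20 for the genes named by the study, -2.30 to 6.18 for stellate cell markers, -4.39 to 2.15 for unfolded protein genes and -7.21 to 5.62 for xenobiotic genes. Col1a1 turned to -25 points at a fold enrichment of at least 5. Sequencing depth is unknown, and it limits every absence of a peak.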

Other observations

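The authors' false discovery rate stood apart from their score. Its median over peaks was between 76.9% and 100% in the 8 lists, and a rate of at most 5% was given to 6 peaks of ND mouse 6, 1 of ND mouse 7 and 0 in the other lists, although the lowest score was 50. The background against which this rate was computed is not given in the sources used here, and the rate was not used to select peaks.

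The share of peaks in the 3'UTR here was 10.2% in ND and 9.86% in HFrD livers. That is lower than the value quoted from the study above. Peaks were placed here by their midpoint, and 71.3% of those with a transcript model spanned exactly 1 whole exon. How the study placed such peaks is not given in the sources used here, so the 2 shares are not known to measure the same quantity.

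Pooling the mice of a diet, as in the counts of shared genes, gave 1620 genes in one diet alone, and the highest other split of the 8 mice gave 1593.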
